# Humanizing the yeast origin recognition complex

**DOI:** 10.1038/s41467-020-20277-y

**Published:** 2021-01-04

**Authors:** Clare S. K. Lee, Ming Fung Cheung, Jinsen Li, Yongqian Zhao, Wai Hei Lam, Vincy Ho, Remo Rohs, Yuanliang Zhai, Danny Leung, Bik-Kwoon Tye

**Keywords:** Computational biology and bioinformatics, Evolution, Genetics, Molecular biology, Structural biology

## Abstract

The Origin Recognition Complex (ORC) is an evolutionarily conserved six-subunit protein complex that binds specific sites at many locations to coordinately replicate the entire eukaryote genome. Though highly conserved in structure, ORC’s selectivity for replication origins has diverged tremendously between yeasts and humans to adapt to vastly different life cycles. In this work, we demonstrate that the selectivity determinant of ORC for DNA binding lies in a 19-amino acid insertion helix in the Orc4 subunit, which is present in yeast but absent in human. Removal of this motif from Orc4 transforms the yeast ORC, which selects origins based on base-specific binding at defined locations, into one whose selectivity is dictated by chromatin landscape and afforded with plasticity, as reported for human. Notably, the altered yeast ORC has acquired an affinity for regions near transcriptional start sites (TSSs), which the human ORC also favors.

## Abstract (web summary)

In most model yeast species the Origin Recognition Complex (ORC) binds defined and species-specific base sequences while in humans what determines the binding appears to be more complex. Here the authors reveal that the yeast’s ORC complex binding specificity is dependent on a 19-amino acid insertion helix in the Orc4 subunit which is lost in human.

## Introduction

The regulation of the location and timing of DNA replication initiation is critically important for the growth and development of eukaryotes. DNA replication initiation is regulated stringently, involving multiple layers of redundant mechanisms^1^. During development, metazoans utilize different sets of replication origins based on accessible chromatin that is configured developmentally in stages^2,3^. In contrast, the budding yeast *Saccharomyces cerevisiae*, which does not have a distinct developmental program, initiates DNA replication at a defined set of locations known as autonomously replication sequences (ARSs)^4^. How metazoan cells attain plasticity in origin selection in response to programmed development is unknown.

The origin recognition complex (ORC), which binds replication origins in eukaryotes consists of six highly conserved subunits, Orc1, 2, 3, 4, 5, and 6 (ref. ^5^). Despite their conservation in sequence and in structure^6–8^, ORC has divergent binding specificities that vary from species to species^9^. With the exception of *Schizosaccharomyces pombe*, which has multiple AT-hooks in Orc4 (ref. ^10^), in most model yeast species, ORC binds defined and species-specific base sequences^11,12^. In *S*. cerevisiae, ARS is characterized by a 17 bp ARS consensus sequence (ACS) embedded within ~125 bp DNA with a polar T-rich and A-rich base composition that is asymmetrically located between two well-positioned nucleosomes^13^. In metazoans, ORC binds selectively and stochastically to open chromatin regions containing active chromatin marks, but not specific nucleotide sequences^14–17^. Other features that associate with ORC in human cells include CpG islands, transcription start sites (TSSs) and GC-rich DNA, all tending to be in nucleosome-depleted regions (NDRs)^3,16,18,19^. In contrast, there is a paucity of ORC-binding sites in genomic regions that associate with common fragile sites and recurrent cancer deletions^16,19^. In human, the bromo adjacent homology domain of Orc1 is believed to play a role in tethering ORC to H4K20me2 chromatin^20^, but the molecular mechanism that targets ORC to specific loci is poorly understood.

Important information that could explain the disparate binding specificities between yeasts and metazoans is provided by the atomic model for the *S. cerevisiae* ORC bound to ARS305 that detailed the interactions between the subunits of ORC and the ACS^8^. In this model, ORC binds the ACS through multiple nonspecific and specific interactions. The multiple nonspecific interactions between Orc1-5 with the sugar phosphate backbone of the ACS provide a fairly firm grip without base specificity. The base-specific contacts are carried out by the basic patch 4 (BP4) of Orc1 and the initiator-specific motif (ISM) of Orc2 in the minor groove, and the insertion helix (IH) of Orc4 in the major groove. Importantly, these interactions with the ACS and the interactions of Orc2, Orc5, and Orc6 with the B1 element bend the ARS DNA at the ACS and B1. This DNA bending by ORC is also observed in metazoans^21^, suggesting that it may be obligatory for the loading of the MCM double hexamer. Consistent with this hypothesis, the loaded DNA in the ORC-Cdc6-Cdt1-MCM structure after capture by the MCM ring is straight^22^.

Comparison of sequence alignments of these DNA-contacting motifs among eukaryotes showed that only the Orc1-BP4 is conserved, while the Orc2-ISM and Orc4-IH have diverged^8^. In particular, the Orc4-IH, encoded by 19 amino acids, which interacts with methyl groups of the invariant thymines of the ACS, has diverged in sequence among yeasts and absent in *S. pombe* and metazoans (Fig. 1a, b). Considering that A–T base pairs in the minor groove have indistinguishable hydrogen acceptors between A–T or T–A base pairs, the only relevant motif for base recognition would be the Orc4-IH in the major groove of the ACS. Comparing the winged helix domains (WHDs) of ScOrc4, DmOrc4, and HsOrc4, we found that they are highly conserved in structure except for the extra IH in ScOrc4-WHD (Fig. 1a). Removal of the IH would likely confer metazoan/human-like binding properties to the yeast ORC.

**Fig. 1:**
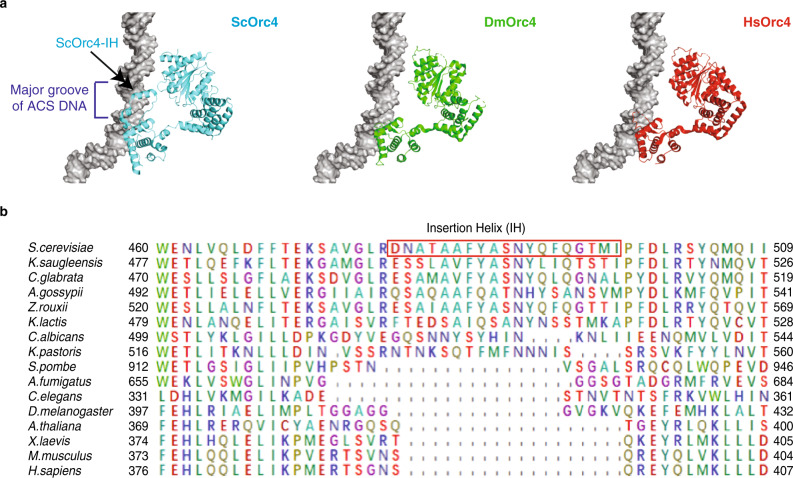
Orc4-IH is divergent in yeasts and absent in metazoans. **a** WHDs of Orc4 from *S. cerevisiae* (Sc), *Drosophila melanogaster* (Dm), and *Homo sapiens* (Hs) in contact with DNA. **b** Multiple protein sequence alignment of Orc4 insertion helixes from indicated species.

## Results

### Orc4-IHΔ strain is viable with activated S-phase checkpoint

To test the hypothesis that yeast ORC can be humanized by removal of the Orc4-IH, we constructed yeast strains with the endogenous *ORC4* under the regulation of the *GALS* promoter (*GALS-ORC4*), and expressing the mutant Orc4-IHΔ or wild-type (WT) Orc4 ectopically under the native *ORC4* promoter. The *GALS-ORC4* strain with empty vector was made as a negative control (Fig. 2a). Previous study showed that point mutations in BP4 of Orc1 is lethal^23^. Hence, we also constructed Orc1-BP4Δ expressing strain with endogenous *ORC1* under regulation of *GALS* promoter as a negative control (Fig. 2b). In contrast to Orc1-BP4Δ mutant, which is inviable when *GALS* promoter is switched off, the Orc4-IHΔ mutant grows slower with normal S-phase progression, but a longer G2/M phase than the WT control (Fig. 2c and Supplementary Fig. 1b). To investigate if the prolonged G2/M phase phenotype is the result of intra-S-checkpoint activation, we examined the phosphorylation state of Rad53 (ref. ^24^). At 110 min after release from G1, Rad53 is clearly phosphorylated in the mutant but not the WT control (Fig. 2d), suggesting that DNA damage accumulated at the end of S-phase activated the S-phase checkpoint, consistent with the G2/M delay in the mutant. The mutant also shows slight hydroxyurea (HU) sensitivity as might be expected with an activated S-phase checkpoint (Fig. 2e).

**Fig. 2:**
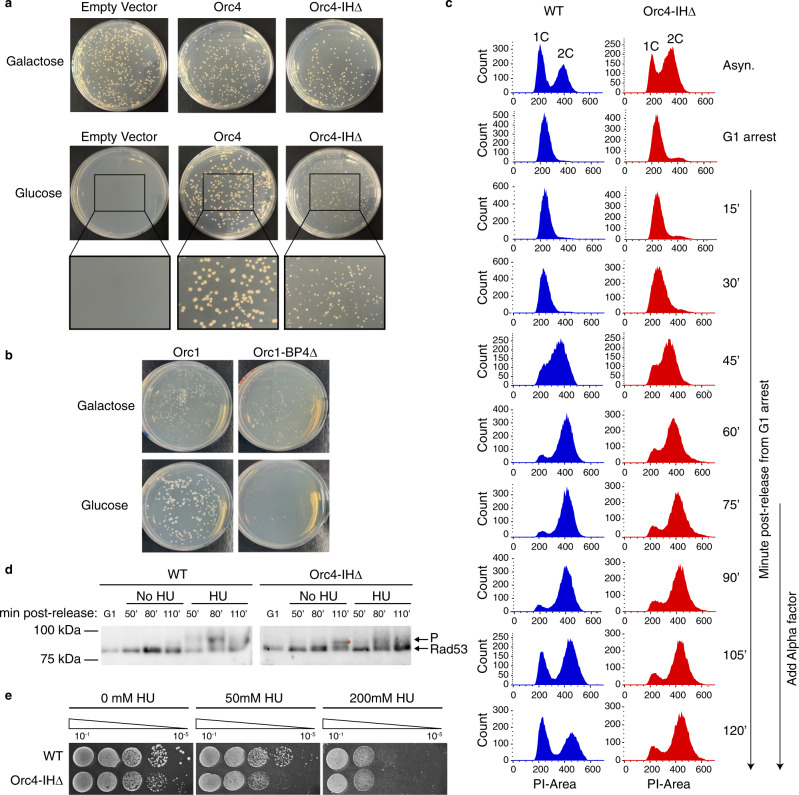
Yeast strain with Orc4-IHΔ has normal S-phase but prolonged G2 phase. **a** GALS-ORC4 yeast strains ectopically expressing Orc4, Orc4-IHΔ, or vector alone control were plated on SCM-Ura plates containing either galactose or glucose. Zoom-in views of 2× magnification were shown for the glucose selection plates. **b** GALS-ORC1 yeast strains ectopically expressing Orc1 or Orc1-BP4Δ were plated on SCM-Ura plates containing either galactose or glucose. **c** FACS analysis shows Orc4-IHΔ cells exhibit normal S-phase progression yet delayed G1 entry from G2M. WT and mutant cells were first arrested in G1 and then released into S-phase. Alpha factor was added to the cultures at 75 min post release from G1 to monitor G1 entry from G2M. **d** S-phase checkpoint activation assayed by Rad53 phosphorylation. WT and mutant cells were arrested in G1 using alpha factor (G1), and released into YPD without hydroxyurea (no HU) or YPD containing 200 mM HU (HU) for the indicated times at 30 °C. Trichloroacetic acid (TCA) lysates were prepared for western blotting. Rad53 is phosphorylated in mutant, but not in the WT in the absence of HU. (*) denoted the phosphorylated state of Rad53. Blots shown are representative of *n* = 3 biological replicates. Source data are provided as Source data file. **e** HU sensitivity is assayed by spotting serially diluted WT and mutant cells onto YPD plates containing the indicated concentrations of HU.

### ORC-IHΔ binds promiscuously with a preference for TSSs

To determine if the IH deletion could affect the ability of ORC in chromatin binding, we first examined the chromatin retention of ORC in both WT and mutant strains. The mutant ORC appears to behave similarly as its WT counterpart in DNA binding based on its retention on chromatin (Supplementary Fig. 2a). 

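ORC ChIP-seq was carried out on WT and Orc4-IHΔ cells in which Orc6 carries a MYC tag, so that DNA bound by the complex can be recovered with an antibody to the tag. Cells were arrested in G2/M with 20 µg/ml benomyl, a microtubule inhibitor, for 3 h. The study describes 2 libraries per strain for this assay, and the authors deposited 1 peak list per strain, in which the libraries are already combined. The number of reads behind each list is unknown from the lists. Each line gives a position, a fold enrichment and −log10 p and q values, which are the authors' own values from their peak caller and are used here only to describe and rank peaks within a list. Because each strain has a single list, no replicate spread can be computed and no test between the strains was made. Peak positions were instead compared with random rotations of 1 list along each chromosome, which keep the widths and spacing of its peaks. The paper's text does not name the genome build of the coordinates, and they are given as in the lists. Shares are given with 95% Wilson confidence intervals, which cover counting error only.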

Next, we carried out chromatin immunoprecipitation-sequencing (ChIP-seq) of ORC in G2/M phase from both the WT and mutant strains to elucidate the ORC genome-wide binding profiles (Fig. 3a and Supplementary Fig. 3). In total, we defined 618 and 2219 ChIP-seq peaks in WT and mutant, respectively (Fig. 3b). 

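The WT list held 618 lines and the Orc4-IHΔ list 2219 lines. Several lines can carry the name of 1 called peak: the WT lines had 587 distinct peak names and the mutant lines 2140, so that some intervals are pieces of a called peak. WT peaks had a median width of 323 bp, with a range of 7 to 2769 bp, and mutant peaks had a median width of 242 bp, with a range of 4 to 3002 bp. Together the WT peaks covered 295669 bp and the mutant peaks 721697 bp. The median fold enrichment was 2.90 in the WT list and 3.15 in the mutant list, and the highest values were 11.1 and 12.9. When only peaks at or above the median fold enrichment of their own list were kept, 309 WT and 1112 mutant peaks remained, the alternative that moved the counts most.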

Compared to previously published datasets, WT ORC ChIP-seq shows high degree of consistency and affinity toward binding to a known set of ACSs defined by stringent criteria, including T strand polarity and precise nucleosome positioning^13^ (Fig. 3a, c and Supplementary Fig. 3a–c). However, the mutant ORC-binding profile is dramatically different (Fig. 3a, b and Supplementary Fig. 3d, e), with significantly reduced enrichment at ACS sites (Fig. 3c). Furthermore, we discovered many novel ORC peaks located in broad clusters (Fig. 3a) within intergenic regions (Supplementary Fig. 4a, b). 

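By an overlap of at least 1 bp, 277 of the 618 WT peaks (44.8%, 95% Wilson interval 40.9% to 48.8%) met a mutant peak and 341 did not. Of the 2219 mutant peaks, 310 (14.0%, interval 12.6% to 15.5%) met a WT peak and 1909 did not. After 10000 rotations of the WT list along its chromosomes, a mean of 13.9% of WT peaks met a mutant peak, and no rotation reached the observed overlap (one-sided permutation test of positions, p = 1e-04, the smallest that 10000 rotations can give). Rotated mutant peaks met WT peaks in 4.00% of cases (p = 1e-04 from the same permutation test). This test concerns positions and does not compare the strains. When 50% of both peaks had to overlap, the shared share fell to 18.8% of WT peaks and 5.23% of mutant peaks, against 2.53% and 0.706% after rotation. The WT peak with the highest fold enrichment among those without a mutant counterpart lies on chromosome V from 498454 to 499560, with a fold enrichment of 11.0. The next on the list are a pair of pieces of 1 called peak on chromosome VI, from 198721 to 199811 and from 199965 to 200154, with a fold enrichment of 10.6. The 3 highest mutant peaks without a WT counterpart lie on chromosome X from 278108 to 278829 (fold enrichment 9.10), on chromosome II from 798817 to 799238 (8.14) and on chromosome XVI from 415531 to 415823 (7.84). The paper concludes that deletion of the IH alters the DNA-binding specificity of ORC. It draws on the difference between the profiles, enrichment at ACS sites, binding near transcription start sites, motifs and binding assays on DNA probes. Of this evidence, only peak positions are analysed here.

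**Figure D1:**
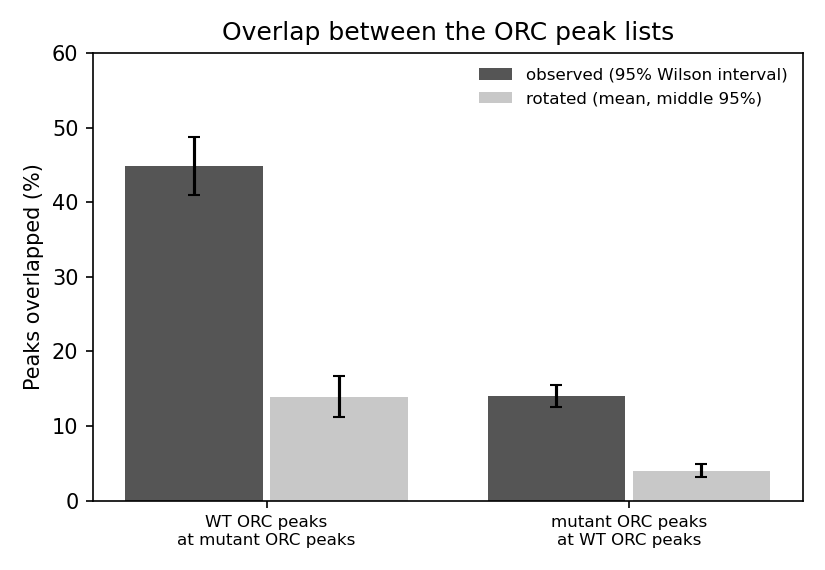
Share of ORC peaks that overlap a peak of the other strain, in percent, observed (dark bars, 95% Wilson interval) and after rotation (light bars, mean and middle 95% of 10000 rotations). The observed shares are 44.8% of WT peaks and 14.0% of mutant peaks, against rotated means of 13.9% and 4.00%.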

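Clustering was measured as the share of peaks with another peak of the same list within 1000 bp. The whole mutant list was used, including peaks that met a WT peak. The peaks found only in the mutant, which the paper describes as clustered, were not measured alone. In the mutant list, 922 of 2216 peaks on the nuclear chromosomes had such a neighbour (41.6%), against a mean of 38.6% when the peaks were placed at random within their chromosomes (1000 placements, one-sided permutation test of positions, p = 0.00999). This placement lets peaks overlap, which no listed peaks do; placed at random without overlap, 32.5% had a neighbour (p = 0.001 from a permutation test, the smallest that 1000 placements can give). With lines of 1 peak name joined, the share was 37.7%, against 37.9% at random with overlap allowed (p = 0.582 from the same permutation test) and 31.5% without overlap (p = 0.001 from the permutation test). Within 2000 bp, 62.8% of mutant peaks had a neighbour, against 57.5% at random with overlap allowed (permutation test of positions, p = 0.001), and 60.5% of joined peaks did, against 56.5% (p = 0.002 from the same permutation test). In the WT list, 239 of 615 peaks (38.9%) had a neighbour within 1000 bp, against 14.1% at random (p = 0.001 from the same permutation test), and 31.5% after joining, against 13.8%. The median gap between neighbouring lines was 2764 bp in the mutant list and 10299 bp in the WT list. No value here uses gene positions, and the intergenic share is not analysed here.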

Human studies showed that ORC-binding sites are enriched near TSS^16,19^, a feature not observed for *S. cerevisiae*^13^. However, we found that relative to WT ORC, ORC-IHΔ binds with distinct enrichment both upstream and downstream of transcripts that positively correlate with the transcriptional strength of the associated genes (Fig. 3d). In fact, 1839 out of 2219 (83%) of the mutant ORC-binding sites are located within 500 bp upstream of a TSS. The high enrichment of ORC-IHΔ upstream of TSSs is especially interesting because TSSs are also known to have a similar polar bias in T-rich and A-rich sequence, and well-positioned downstream nucleosomes as origin DNA in *S. cerevisiae*^13^. This result suggests that the mutant ORC has lost its sequence specificity and binds most highly to open chromatin that may harbor certain properties shared with origin DNA. 

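ORC-IHΔ peaks were found on all 16 nuclear chromosomes, at densities from 15.3 peaks per 100 kb on chromosome XIV to 21.0 on chromosome XVI. WT peaks ranged from 3.48 per 100 kb on chromosome XV to 9.25 on chromosome VI. Of 1196 windows of 10 kb, 935 (78.2%) held the midpoint of a mutant peak and 423 (35.4%) that of a WT peak. Random placement of the same numbers of peaks within chromosomes filled a mean of 84.1% and 39.9% of the windows. Chromosome lengths were taken as the largest peak end on each chromosome, so that densities are slightly overestimated where no peak reaches the end.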

The large number of highly distributed ORC-IHΔ-binding sites compared to the limited ORC molecules per cell^25^ suggests that ORC-IHΔ binding in the mutant strain occurs promiscuously and stochastically.

**Fig. 3:**
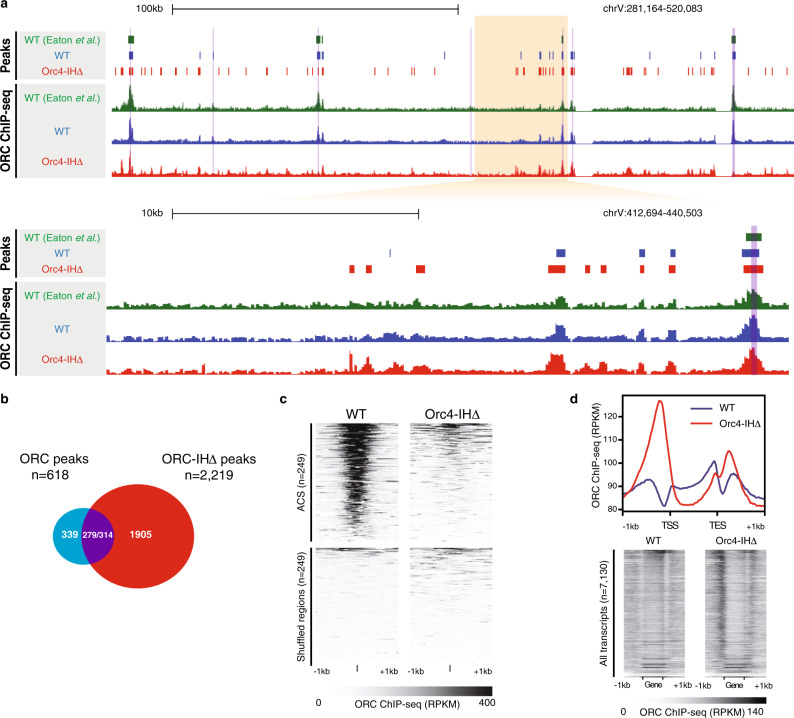
Orc4-IH motif deletion alters the DNA-binding specificity of ORC. **a** Genome browser screenshots illustrate the enrichment patterns of ORC across the yeast genome. Normalized signals (Reads per kilobase per million reads (RPKM)) of WT ORC (blue), ORC-IHΔ (red), and previously published ORC ChIP-seq datasets (green)^13^ are shown alongside their corresponding peak calls. *Y*-axis for all ChIP-seq tracks within the screenshot are set to the same scale. **b** Venn diagram showing the overlap between ORC ChIP-seq peaks defined in WT (*n* = 618; blue) and Orc4-IHΔ cells (*n* = 2219; red). Of these, 279 ORC and 314 ORC-IHΔ peaks overlapped by at least 1 bp (purple), while 339 and 1905 peaks were identified as unique in WT and Orc4-IHΔ, respectively. **c** Heatmaps show the ORC enrichment patterns in WT and Orc4-IHΔ at regions containing previously defined ACS (±1 kb of ACS; top). Size- and number-matched shuffled genomic loci were included as controls (bottom). **d** Line plot and heatmaps show the ORC enrichment patterns in WT and Orc4-IHΔ at annotated transcripts and flanking sequences. The line plot (top) shows the aggregated ORC ChIP-seq signal (RPKM) at all annotated transcripts and the surrounding regions (±1 kb). Orc4-IHΔ binding (red) at the 5′ of the transcriptional start site (TSS) is dramatically higher than that of WT (blue). Heatmaps (bottom) also demonstrate the differential enrichment of Orc4-IHΔ upstream of the TSS. The transcripts in the heatmaps are arranged by descending RNA-seq signals, indicating the association of mutant ORC binding at these loci and the expression levels.

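In the deposited lists, the upper region of chromosome V in Fig. 3a held 8 WT and 44 mutant ORC peaks, and 4 peaks of each list overlapped the other. Of the mutant peaks there, 34 overlapped an ATAC-seq peak of either strain. In its enlarged part, the WT list held 2 peaks and the mutant list 6. The shared pair lies from 431019 to 431413 in WT (fold enrichment 3.08) and from 430684 to 431406 in the mutant (5.77). The other WT peak, from 424223 to 424280, had a fold enrichment of 1.58. The strongest of the other mutant peaks, from 423254 to 423494, had a fold enrichment of 4.05.

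**Figure D2:**
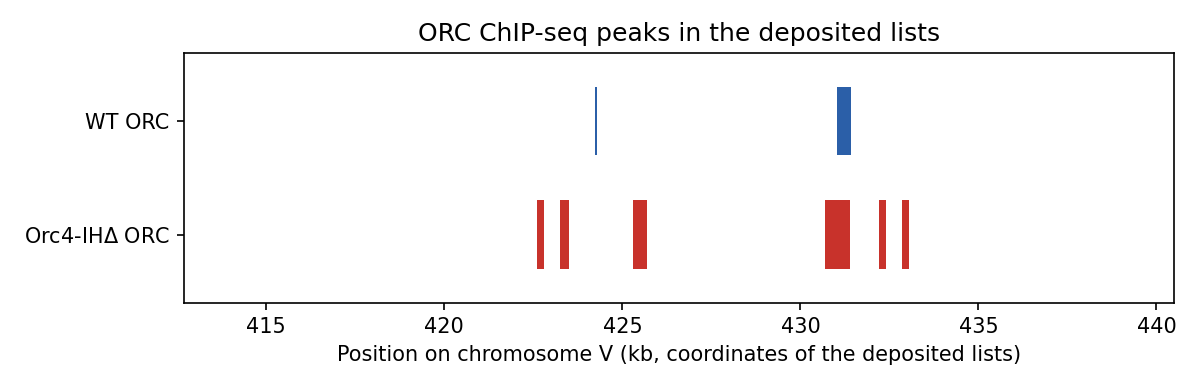
ORC ChIP-seq peaks of the deposited WT list (blue) and Orc4-IHΔ list (red) in the part of chromosome V enlarged in Fig. 3a, drawn to scale as intervals along the position in kb. The WT list has 2 intervals in this region and the mutant list 6.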

### ORC-IHΔ has a propensity for T-rich sequences

To characterize the DNA sequences bound by the mutant ORC, we performed in depth analyses on ORC-binding sites defined in both WT and mutant. Motif enrichment analysis identifies the canonical ACS (TTTATGTTTAG) in WT ORC peaks. No known motifs are detected in the ORC-IHΔ peaks, with only a propensity for poly-T tracts and GC-rich sequences, such as (TTTTTYSS) (Fig. 4a). We identified 183 sites with ACS-like motif (TTTATGTTAGK) in WT ORC peaks and 2555 sites with the novel (TTTTTYSS) motif among the ORC-IHΔ peaks. Standardizing the motif’s strand orientation, we investigated the surrounding regions’ base composition with the position 0 denoting the first base of the motif. As previously reported^26^, we found an A-rich region downstream of the WT motif. The same T- to A-rich bias is not as obvious in the mutant although the T-richness is as prominent if not more (Fig. 4b and Supplementary Fig. 5). Based on the ORC-DNA atomic model, the T-richness of the mutant ORC-binding motif could potentially support the interaction of the conserved and essential Orc1-BP4 (Fig. 2b) with the minor groove of origin DNA to provide a degree of stability for the mutant ORC without the 19aa IH of Orc4. To biochemically verify these predicted ORC-binding sequences, we carried out electrophoretic mobility shift assays (EMSA) with two 30 bp probes containing either the canonical ACS (TTTATATTTAG) of ARS607 or a novel sequence (TTTTTTTCCGCG) identified in the ORC and ORC-IHΔ ChIP-seq peaks, respectively (Supplementary Fig. 6). We find that the ORC-IHΔ binds to the ACS with affinity comparable to the WT (Supplementary Fig. 6a, b). However, it binds with a higher affinity to the TTTTTTTCCGCG sequence, to which the WT ORC shows reduced affinity. Therefore, while retaining the capacity to bind ACS DNA, these results suggest an acquired affinity of the mutant ORC, which may be associated with the shape rather than the nucleotide sequence of the DNA. It is important to emphasize that in vitro binding assays do not accurately measure the selectivity of ORC in vivo, given that the protein concentrations are vastly different in these two systems. Moreover, the accessibility and structures differ between naked DNA and chromatin. Nonetheless, a closer look at the shapes of the two substrates can be informative. Predictions using Monte Carlo simulations^27–29^ show that the DNA shape preferred by ORC-IHΔ has narrower minor groove width (MGW), more negative propeller twists (ProTs) and roll angles, increased helix twist (HelT) and enhanced negative electrostatic potential, as compared to ACSs (ARS607, ARS305, and ARS416; Fig. 4c). These composite geometric and biophysical properties may potentially contribute to a distinct shape that deviates from the canonical ACS and is recognized by the ORC-IHΔ. The differential binding substrates of WT and mutant ORC are presented in a modeled illustration (Supplementary Fig. 7).

**Fig. 4:**
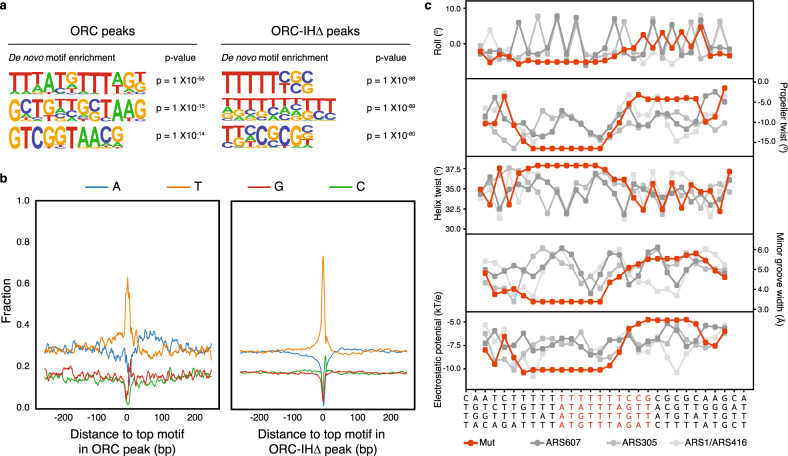
WT and mutant ORC possess differential binding affinities to distinct DNA sequences. **a** De novo motif analyses reveal distinct sequences enriched in WT ORC (left) and ORC-IHΔ (right) peaks. The top three most significantly enriched sequences are shown. *P* values are calculated by binomial test using randomly selected genomic regions as background. **b** Base composition analysis of top motif within WT and Orc4-IHΔ ORC ChIP-seq peaks shows the fraction of each base. Motifs are organized in the same orientation and position 0 denotes the first base of the particular sequence. A significant enrichment of poly-T and poly-A was detected upstream and downstream of the motifs, respectively. **c** High-throughput prediction of different structural shape parameters of DNA between TTTTTTTCCGCG motif and three known ACSs from ARS607, ARS305, and ARS1. Shape features include minor groove width (MGW), propeller twist (ProT), helix twist (HelT), electrostatic potential (kT/e), and Roll. HelT and Roll describe rotation angles between adjacent base pairs. ProT describes a rotation angle between two bases that form a base pair.

### ORC-IHΔ is proficient in MCM loading

A central function of ORC is to serve as a platform for the loading of the MCM double hexamer, a process known as pre-replicative complex (pre-RC) assembly. To determine if ORC-IHΔ is capable of promoting efficient MCM loading, we examined the chromatin loading in nuclear extracts and pre-RC assembly on linear DNA, using purified proteins. Similar levels of MCM complexes associating with G1 chromatin are observed in both WT and mutant strains (Supplementary Fig. 2a). Consistently, both the WT and mutant ORC exhibit comparable activities in Cdc6-dependent loading of MCM onto DNA (Supplementary Fig. 2b) and assembly of the MCM double hexamer (Supplementary Fig. 2c). These results indicate that the function of ORC in pre-RC assembly is not substantially affected by the IH deletion although the efficiency of pre-RC assembly could be quite different in vivo because of the difference in protein concentrations and template accessibility.

### MCM loading and replication initiation are limited and stochastic

To achieve a genome-wide perspective of the MCM loading in the Orc4-IHΔ strain, we performed MCM ChIP-seq in both WT and mutant cells arrested in G1 phase (Fig. 5 and Supplementary Fig. 2d). Integrative analysis shows that higher ORC and MCM enrichment is found at ARS regions in WT, supporting the notion that ORC binding in G2/M promotes MCM loading in G1 (Fig. 5a). This dependence of MCM recruitment on ORC binding is best illustrated by focusing on the ORC peaks that are unique to the WT (Fig. 5bi). While concordant ORC and MCM enrichment is detected at these sites in WT, we observed little to no binding of either complex in the mutant strain (Fig. 5bi). 

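For ORC, the 341 WT peaks without an overlapping mutant peak had a median fold enrichment of 2.57, with quartiles of 2.00 and 4.92, and a median width of 270 bp. The 277 WT peaks that did overlap had a median fold enrichment of 3.32, with quartiles of 2.45 and 6.80, and a median width of 484 bp. Among the weakest 10% of WT peaks by fold enrichment, 25.8% met a mutant peak (95% Wilson interval 16.6% to 37.9%), and among the strongest 10% 58.1% did (interval 45.7% to 69.5%). The rise was not steady. Of 10 groups by fold enrichment, the sixth had 61.3%, the eighth 43.5% and the ninth 62.9%. Wider peaks meet others more often by chance, and no rotated share is given for these groups. How much of the rise comes from width is therefore unknown. The MCM libraries are not analysed here.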

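A total of 232 pairs of ORC peaks consisted of 1 WT and 1 Orc4-IHΔ peak that overlapped each other and no other peak. Across these pairs, log2 fold enrichment in WT and in the mutant had a Pearson correlation of 0.263 and a Spearman correlation of 0.201. Peaks within a list are not independent replicates, and no p-value is given.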

At ORC peaks that were overlapping, but may or may not be overlapping in binding sites in WT and mutant, there is also a strong concordant ORC and MCM binding in both strains (Fig. 5bii). 

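The 1909 Orc4-IHΔ peaks that met no WT peak had a median fold enrichment of 3.14 in the mutant list, with quartiles of 2.53 and 3.89. The 310 that met one had a median of 3.25, with quartiles of 2.55 and 4.29. The median widths were 237 and 293 bp. Sites without a WT peak are known here only as sites where no WT peak was called, since read signal was not analysed.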

As expected, ORC peaks that are unique to Orc4-IHΔ show weak to no ORC and MCM signal in the WT strain. However, these sites also harbor only weak MCM enrichment in the mutant strain (Fig. 5biii), consistent with an inefficient recruitment of MCM to these sites. Taken together, our data demonstrates that the ORC-IHΔ shows low ACS binding specificity on chromatin, and the novel non-ARS binding of the ORC-IHΔ is insufficient to promote efficient MCM loading at all sites. However, its promiscuity makes up for its inefficiency to allow sufficient successful MCM loading to support a robust albeit slightly defective S-phase (Fig. 2c, d).

**Fig. 5:**
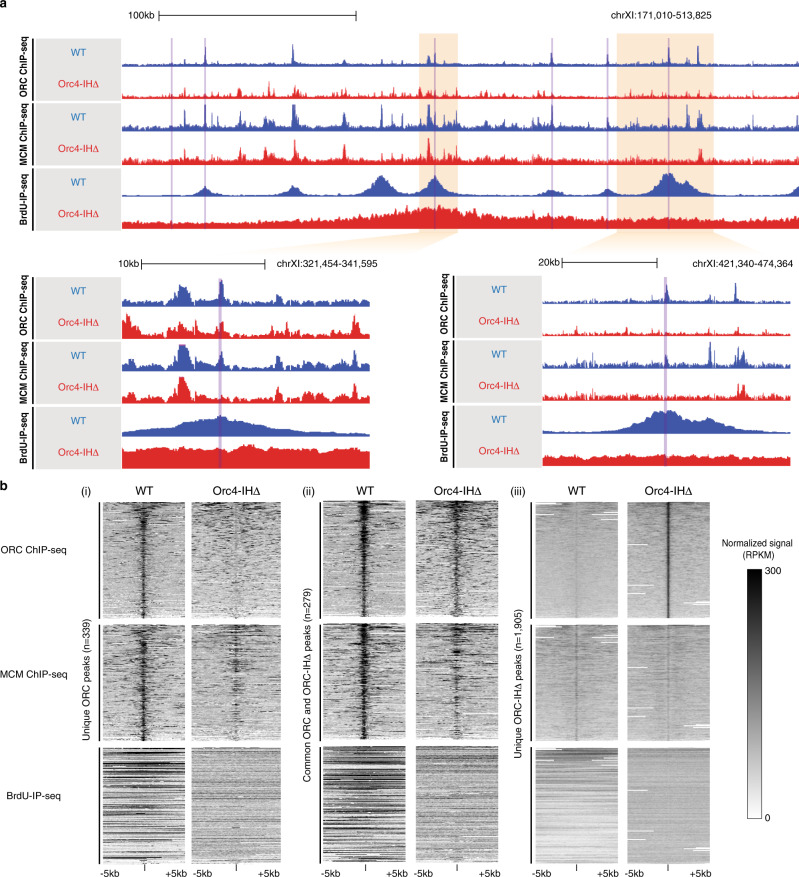
Genome-wide analysis of the function of ORC-IHΔ in MCM loading and replication initiation. **a** Genome browser screenshots illustrate the changes in the ORC and MCM ChIP-seq, as well as BrdU-IP-seq normalized signals in WT and Orc4-IHΔ cells. For instance, examining a large region on chromosome XI (top), ORC, and MCM ChIP-seq enrichments show both consistency and differences between WT and ORC-IHΔ. However, BrdU incorporation appears dramatically altered. Zooming into specific loci, while some ARSs show similar binding of ORC and MCM (bottom left), others show a loss of ORC and MCM binding in Orc4-IHΔ (bottom right). This reduction is also associated with lower BrdU incorporation. Verified ARS regions (OriDB) are highlighted in purple. *Y*-axis for all ChIP-seq and BrdU-IP-seq tracks within each screenshot was adjusted to the same scale for each assay. **b** Heatmaps demonstrate the global changes of ORC and MCM ChIP-seq and BrdU-IP-seq signals. Focusing on ±5 kb surrounding ORC ChIP-seq peaks unique to WT (i), common to both WT and Orc4-IHΔ (ii), and unique to Orc4-IHΔ (iii), the normalized signals (RPKM) in WT and Orc4-IHΔ cells are shown.

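Across the large region of chromosome XI in Fig. 5a, the lists held 21 WT and 70 Orc4-IHΔ ORC peaks. Of these, 13 WT peaks and 19 mutant peaks overlapped a peak of the other strain.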

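In the bottom left region of chromosome XI in Fig. 5a, 3 of the 4 WT ORC peaks overlapped a mutant peak, and the mutant list held 11 peaks. The strongest WT peak there, from 329294 to 329844, had a fold enrichment of 7.87, and the strongest mutant peak it overlapped, from 329443 to 329734, had a fold enrichment of 5.60. In the bottom right region, the WT list held 5 peaks, of which 3 overlapped a mutant peak, and the mutant list held 10. The strongest WT peak there, from 447466 to 448524 with a fold enrichment of 9.51, met no mutant peak. The next, from 462450 to 462891 with a fold enrichment of 8.10, overlapped a mutant peak from 462529 to 462802 with a fold enrichment of 2.06. Just past the end of that WT peak lie mutant intervals from 462936 to 463017 and from 463098 to 463374. Each has a fold enrichment of 3.94 and met no WT peak. Fold enrichments come from separately called lists and were not tested against each other. MCM and BrdU signals at these loci are not analysed here.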

To functionally test whether the ORC-binding sites in the WT and mutant are used as replication initiation sites, we conducted bromodeoxyuridine immunoprecipitation-sequencing (BrdU-IP-seq) with cells arrested at the early S-phase by HU (Fig. 5a). While BrdU incorporation peaks align well with the ORC and MCM ChIP-seq peaks at early replication origins in the WT, consistent with usage in replication initiation, no clear peaks were observed in Orc4-IHΔ (Fig. 5a, b and Supplementary Fig. 8). The diffused signal suggests that the ORC-IHΔ-binding sites were stochastically activated as origins in the cell population. This disorganized firing of origins may result in delayed replication or resolution of merging forks in parts of the genome activating the DNA replication checkpoint in late S (Fig. 2d). The efficient S-phase progression of the mutant cells (Fig. 2c) corroborates with the activation of a sizable number of the ORC-IHΔ-binding sites in the cell population to give rise to the relatively high, but flat BrdU-IP-seq signals across the genome (Supplementary Fig. 8).

### ORC-IHΔ binds open chromatin sites that do not require nucleosome repositioning

Previous work has shown that ORC exclusively binds to NDRs and in turn modulates chromatin states, as measured by micrococcal nuclease digestion-sequencing (MNase-seq)^30^. Furthermore, nucleosome positions can exert a positive or negative effect on replication initiation^31^, and ORC plays a direct role in positioning nucleosomes^32,33^. Given that ORC-IHΔ has expanded binding specificity, it is important to address how it targets specific genomic loci and its potential effects on local chromatin structures. To determine whether chromatin accessibility and nucleosome positioning would play a role in influencing ORC-IHΔ binding, we conducted assay for transposase-accessible chromatin-sequencing (ATAC-seq) and MNase-seq in WT and mutant strains. 

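For ATAC-seq, in which a transposase cuts accessible DNA, the authors deposited 1 peak list per strain, from 1 library each, of cells arrested in G2/M. Each line gives a position, a fold enrichment and −log10 p and q values as the authors' peak caller gave them. The name given to each list reads as calling on transposase cut sites of uniquely aligned pairs, after mitochondrial and duplicate reads were removed. The sample labels and the names of the lists disagree on which strain is which. Strains were assigned by the sample labels, and the lists are called the list labelled WT and the list labelled Orc4-IHΔ. The list labelled WT held 2480 peaks and the list labelled Orc4-IHΔ held 2457, while the paper's legend to Fig. 6b gives these numbers to the opposite strains. Any direction between the ATAC-seq lists is therefore uncertain, and comparisons of ORC with ATAC-seq used both lists merged, which does not depend on the assignment. Median widths were 452 bp in the list labelled WT and 419 bp in the list labelled Orc4-IHΔ, and median fold enrichments were 3.15 and 3.12. With 1 library per strain there is no replicate spread. The MNase-seq libraries are not analysed here.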

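Of the 2480 peaks in the ATAC-seq list labelled WT, 2149 (86.7%, 95% Wilson interval 85.3% to 87.9%) overlapped the list labelled Orc4-IHΔ by at least 1 bp and 331 did not. In the other direction, 2173 of 2457 peaks (88.4%, interval 87.1% to 89.6%) overlapped and 284 did not. After 10000 rotations, 21.4% and 21.7% of peaks overlapped on average (one-sided permutation test of positions, p = 1e-04 for both, the smallest that the rotations can give). A reciprocal overlap of 50% lowered the shares most, to 76.7% and 77.4%. Peaks found in 1 list only were weak, with median fold enrichments of 2.05 in the list labelled WT and 2.03 in the list labelled Orc4-IHΔ, against 3.46 and 3.40 for overlapping peaks. Across 1992 pairs of peaks that overlapped each other and no other peak, log2 fold enrichment had a Pearson correlation of 0.911 and a Spearman correlation of 0.876. Without the highest 10% of pairs, the Pearson correlation was 0.851 over 1792 pairs. The 3 highest peaks found only in the list labelled WT lie on chromosome X from 531734 to 532605, on chromosome V from 250163 to 250750 and on chromosome XVI from 582021 to 582541, with fold enrichments of 5.00, 4.62 and 4.05. Those found only in the list labelled Orc4-IHΔ lie on chromosome XI from 105166 to 106467, on chromosome V from 7437 to 8002 and on chromosome XII from 156361 to 156761, with fold enrichments of 3.78, 3.43 and 3.29.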

Comparison of ATAC-seq peaks revealed that the overall chromatin states of WT and mutant are highly consistent (Fig. 6a, b). However, while ORC in WT has significantly higher enrichment at ARS-containing ATAC-seq peaks, ORC-IHΔ shows enrichment at open chromatin regions with no discernable preference for ARSs (Fig. 6c, Supplementary Fig. 3e and Supplementary Fig. 9).

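At ATAC-seq peaks of either list, 229 of 618 WT ORC peaks were found (37.1%, 95% Wilson interval 33.3% to 40.9%), against 22.9% after rotation, and 1543 of 2219 ORC-IHΔ peaks (69.5%, interval 67.6% to 71.4%), against 20.0% (one-sided permutation test of positions with 10000 rotations, p = 1e-04 for both, the smallest possible). Counting only ORC peaks whose midpoint lies in an ATAC-seq peak moved the WT share most, to 25.1%, against 13.2% after rotation. Of the 341 WT peaks without a mutant counterpart, 18.5% lay at ATAC-seq peaks, against 20.9% after rotation (p = 0.864 from the same permutation test), a group chosen by not meeting the mutant list, which lies mostly at ATAC-seq peaks. Viewed from the ATAC-seq peaks, 231 of the 2716 merged regions (8.51%) had a WT ORC peak and 1352 (49.8%) had a mutant one. When these regions were ranked by fold enrichment, 64 of 272 had a mutant ORC peak in the lowest decile (95% Wilson interval 18.9% to 28.9%) and 77.9% did in the highest (interval 72.6% to 82.5%). Regions in the highest decile were also wider, with a median of 1067 bp against 212 bp. The share with a WT ORC peak was 9.19% in the lowest decile, 2.95% in the fifth and 15.8% in the highest, with no steady rise. It was 2.37 times the rotated share in the lowest decile and 2.17 times in the highest. Origins were not located in these lists, so the split by ARS is not analysed here. From ORC signal at ATAC-seq peaks with and without an ARS, the paper concludes that ORC-IHΔ is enriched at open chromatin with no discernible preference for ARSs.

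**Figure D3:**
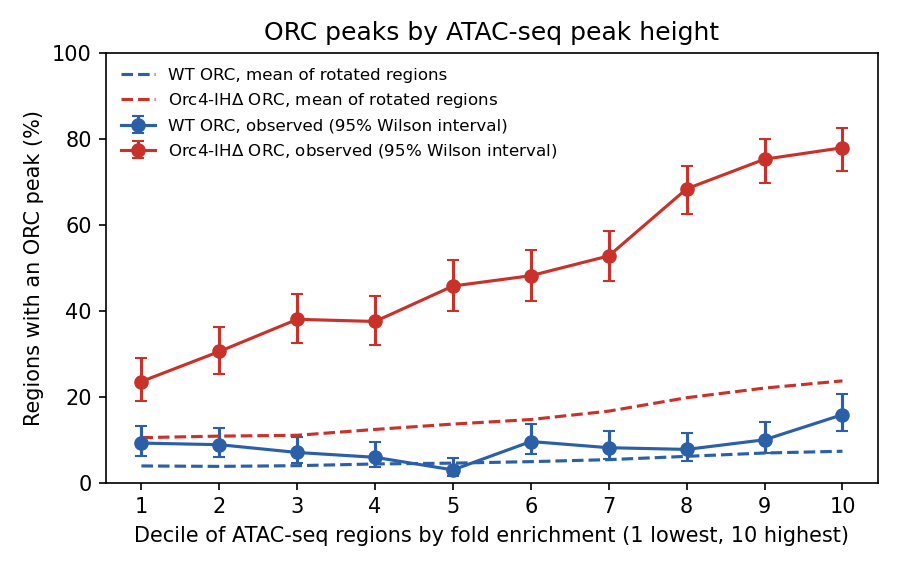
Share of merged ATAC-seq regions with an ORC peak, in percent, by decile of ATAC-seq fold enrichment, for WT ORC (blue) and ORC-IHΔ (red), with 95% Wilson intervals; dashed lines are means of 1000 rotations of the regions. The mutant share runs from 64 of 272 regions in the lowest decile to 77.9% in the highest, and the rotated share rises too because taller regions are wider.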

**Fig. 6:**
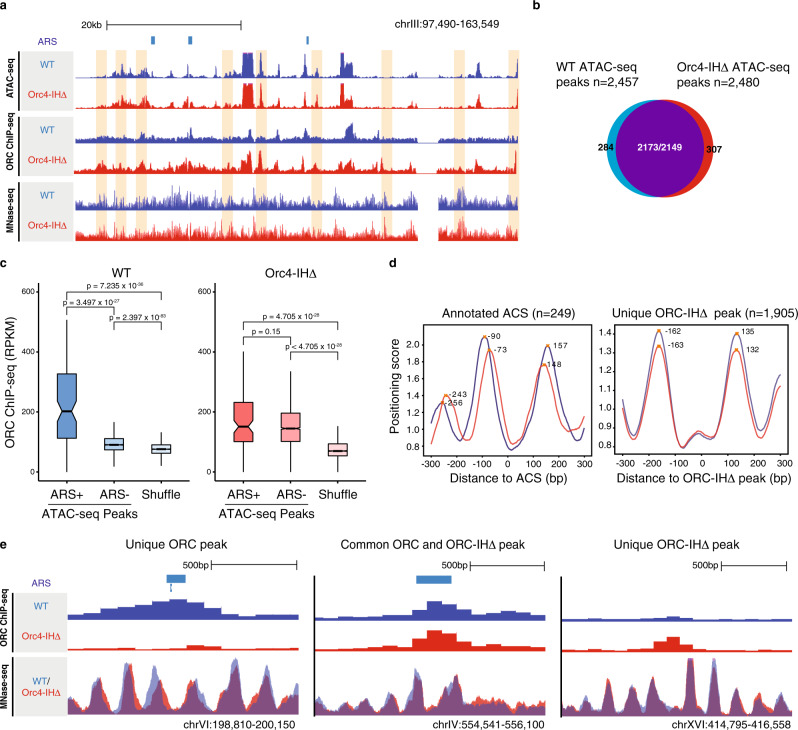
ORC-IHΔ binds promiscuously to open chromatin and fails to facilitate nucleosome repositioning at ACSs. **a** A genome browser screenshot of a large region on chromosome III showing the chromatin accessibility, ORC enrichment, and nucleosome positioning in WT compared to Orc4-IHΔ. Orc4-IHΔ demonstrates a bias in binding to ATAC-seq peaks (orange shading). Annotated ARSs are denoted on the top track by light blue bars. *Y*-axis for all ChIP-seq, ATAC-seq, and MNase-seq tracks was adjusted to the same scale for each assay. **b** Venn diagram showing the high degree of overlap between ATAC-seq peaks defined in WT (*n* = 2457; blue) and Orc4-IHΔ cells (*n* = 2480; red). Of these, 2173 WT and 2149 Orc4-IHΔ peaks overlapped by at least 1 bp (purple), while 284 and 331 peaks were identified as unique in WT and Orc4-IHΔ respectively. **c** Boxplot showing ORC ChIP-seq enrichment (RPKM) at ATAC-seq peaks, and shuffled genomic loci in WT and Orc4-IHΔ cells. ATAC-seq peaks were further subdivided into peaks that overlap with OriDB annotated ARS (ARS+) and those that do not overlap (ARS−). In WT, pairwise comparisons show that there is significantly higher ORC binding at ARS+ peaks (*n* = 104) than ARS− peaks (*n* = 2,612) and shuffled regions (*n* = 2,716). However, in Orc4-IHΔ, while higher enrichment was observed as compared to the shuffled, there was no significant difference between ARS+ and ARS− peaks. The upper and the lower bounds of the boxes denote the 75th and 25th percentiles of the data, respectively. The black lines within the boxes indicate the medians. *P* values are calculated by two-sided Wilcoxon rank-sum test. **d** Comparison of the mean nucleosome positioning score of WT (blue) and Orc4-IHΔ (red) surrounding annotated ACS regions and unique ORC-IHΔ ChIP-seq peaks (±300 bp). Loci are centered at the start of annotated ACS regions or peak summit of unique ORC-IHΔ peaks. Crosses demarcate the local maxima. Orc4-IHΔ cells show a significant difference in the spacing between −1 and +1 nucleosomes, specifically at ACS regions compared to the WT. **e** Genome browser screenshots illustrates WT and mutant ORC-binding sites, and their corresponding nucleosome positioning. Examples are shown of ORC ChIP-seq peaks defined as unique to WT (left), common between WT and Orc4-IHΔ (middle), and unique to Orc4-IHΔ (right). Orc4-IHΔ specific difference in nucleosome positioning was detected at the unique to WT region. The ORC ChIP-seq normalized signal (RPKM) and MNase-seq normalized signal (RPKM) are shown for both WT (blue) and Orc4-IHΔ (red). Annotated ARSs are denoted on the top track by light blue bars. *Y*-axis of ORC ChIP-seq and MNase-seq tracks were set to the same scale for each assay.

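In the region of chromosome III in Fig. 6a, the mutant list held 21 ORC peaks, of which 17 overlapped an ATAC-seq peak of either list. All 5 WT ORC peaks in the region overlapped both an ATAC-seq peak and a mutant ORC peak. The ATAC-seq list labelled WT held 19 peaks there and the list labelled Orc4-IHΔ held 16.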

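At the locus drawn as unique to WT, on chromosome VI, the WT list held 2 pieces of 1 called peak with a fold enrichment of 10.6, and the mutant list held none. At the common locus, on chromosome IV, the WT peak from 554999 to 556175 had a fold enrichment of 8.94 and the mutant peak from 554976 to 556071 had 12.3. At the locus unique to Orc4-IHΔ, on chromosome XVI, the mutant list held the peak from 415531 to 415823 with a fold enrichment of 7.84 and the WT list none. Neither ATAC-seq list had a peak in any of these 3 windows. Nucleosome positions are not analysed here.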

We further investigated the nucleosome positioning at annotated ARS regions (*n* = 249) and unique ORC-IHΔ-binding sites (*n* = 1,905). ORC binding at ARSs has been shown to involve chromatin remodeling that widens the nucleosome spacing upon MCM loading^13,30^. When comparing the mean nucleosome positioning index of WT and mutant at ARS regions, we discovered a significant difference of 26 bp in the average inter-nucleosome distance at these loci (WT = 247 bp, ORC-IHΔ = 221 bp; Fig. 6d) consistent with a previous observation about the role of ORC in nucleosome positioning at ARS regions^30^. In contrast, no significant difference is found at unique ORC-IHΔ-binding regions (WT = 297 bp, ORC-IHΔ = 295 bp), suggesting that no nucleosome repositioning occurs at these sites upon mutant ORC binding (Fig. 6d). Strikingly, these ORC-IHΔ-binding regions are wider than WT ORC-binding regions by ~50 bp even after the repositioning of nucleosomes by ORC. A shift in nucleosome positions can be observed in a screenshot of an ORC-binding site unique to WT, but not at sites common to both WT and mutant or unique to mutant (Fig. 6e). Given that ORC-IHΔ has little sequence specificity, its selectivity for binding appears to be dictated by a particular physical size of the NDRs in open chromatin with certain characteristics, such as those found in TSSs and TESs (Fig. 3d) distributed across the chromatin landscape.

## Discussion

Until recently, studies of replication origins in human have been limited to methodologies that examine the chromatin landscapes of where replication initiation begins^19,34–36^ rather than the precise locations of ORC-binding sites^16^. While genome-wide study of human ORC1 and ORC2 identified 50,000–100,000 binding sites across the human genome^16^, no consensus sequence for ORC binding was predicted. In this study, we made use of a yeast model to examine how ORC selects its binding sites focusing specifically on the 19aa IH of Orc4 that binds and bends the ACS^8^. Our model suggests that removal of this IH expanded ORC’s DNA-binding repertoire such that it no longer preferentially binds the ACS or other predictive base sequences (Fig. 7). Instead, it acquires the propensity to bind promiscuously to intrinsically shaped sequences in nucleosome-depleted open chromatin, such as those located near upstream and downstream of actively transcribing genes (Fig. 3d). Furthermore, it selects sites that do not require nucleosome repositioning for binding (Fig. 7). Perhaps the removal of the IH may have also abolished ORC’s ability to reposition nucleosomes^30,32^, driving it to opt for preexisting NDRs that are extra wide for ORC binding and pre-RC assembly. Indeed, TSSs are known to be rich in poly-T tracts with extra wide NDRs and well-positioned downstream nucleosomes^13^. This inability of the mutant ORC to reposition nucleosomes may account for the loss of its binding to most ACSs in vivo, but unaffected in its affinity to ACSs on naked DNA in vitro.

**Fig. 7:**
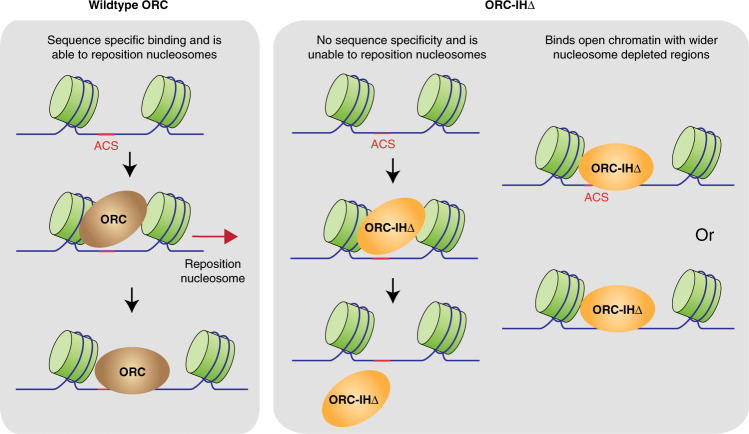
Model for the selection of binding sites by the WT and mutant ORC. WT ORC binds ACS and is able to reposition the flanking nucleosomes upon binding^13^. ORC-IHΔ binds promiscuously to T-rich sequences, including ACSs but unable to reposition nucleosomes. Therefore, it binds wider nucleosome-depleted regions that do not require the repositioning of nucleosomes.

So, what characterizes the new preferred binding sites for the mutant ORC? It is conceivable that the preferred three-dimensional (3D) DNA shapes characterized by poly-T tracts might play the important role of precluding the binding of nucleosomes in creating extra wide nucleosome spacing^33^. The narrow minor groove width, enhanced negative ProT, and increased HelT in the region of the poly-T tract compared to the adjacent GC-rich DNA sequence shown in the predicted DNA model (Supplementary Fig. 7) all contribute to the more rigid DNA shape with an intrinsic curvature that likely disfavors nucleosome assembly. Indeed, analysis of the human genome showed that GC-rich motifs, poly-T, and poly-A tracts form rigid structures that exclude nucleosomes^37^.

The newly acquired DNA-binding properties of the yeast ORC-IHΔ are strikingly similar to many of the characteristics of the human ORC. They include the stochastic clustered associations at accessible chromatin regions^38^, the preference for DNA shapes, such as promoters that potentially exclude nucleosomes^3^, and the agnosticism toward base-specific sequences^16^. This study provides a link between a particular structural motif in ORC and its divergent properties that have evolved to adapt to their changing demands in vastly different life cycles. Life cycles are characterized by stages of maturation defined by the expression of distinct sets of genes in an orderly timetable. The chromatin landscape changes as quiescent genes are activated and active genes become silent. The ability of ORC to find its place in response to changing chromatin landscapes at each developmental stage is crucial for the success of a life cycle. Further understanding of the preferred DNA shapes and nucleosome positioning requirements in model systems may provide new insights for the plasticity of the human ORC in selecting replication initiation sites during programmed development^39^ and disease transformation^40^.

## Methods

### Strain constructions

Yeast strain with the endogenous *ORC4 or ORC1* under the regulation of the *GALS* promoter was generated in the W303-1a background, using PCR-based approach^41^. Plasmids for ectopic expression of *orc4-IHΔ*, *orc1-BP4Δ*, *ORC4*, or *ORC1* under their native promoters were integrated into the corresponding *GALS-ORC4* or *GALS-ORC1* yeast strains. Tandem copies of MYC and FLAG tags were fused to the C terminus of *ORC6* and *MCM7* in the relevant *GALS-ORC4* strains for genomic analysis^41^. Plasmid for overexpression of FLAG-tagged mutant Orc4 was integrated into the background strain ySD-ORC (a gift from John Diffley) that overexpresses WT Orc1-6 subunits^42^ for mutant ORC protein purification. For yeast strains and plasmids used in this study see Supplementary Table 1.

### Growth conditions, cell-cycle synchronization, and FACS

WT and mutant Orc4-IHΔ yeast strains were cultured in YPG medium before shifting to YPD medium to deplete the endogenously expressed Orc4 proteins for at least 18 h at 30 °C until OD_600_ of ~0.01 starter culture reached ~2. Strains were grown at 30 °C in YPD medium for all experiments. Cells were arrested at G1 with α factor (GenScript) at a concentration of 10 μg/ml for ~3 h and replenished every 60 min. G2/M arrests were achieved by culturing cells in medium containing 20 μg/ml benomyl (Sigma) for ~3 h. FACS analysis was performed, as previously described^43^.

### In vivo and in vitro MCM loading assays

In vivo MCM chromatin loading assay was performed, as described^44^ with the following modifications. Cell samples were incubated in spheroplasting buffer containing lyticase at 37 °C for 15 min with mixing at every 3 min until OD_600_ of a 1:100 dilution of cell suspension (in 0.2% Triton X-100) dropped to <10% of the starting value. Spheroplasts were pelleted at 1700 × *g* for 2 min at 4 °C and washed with 0.5 ml ice-cold spheroplast wash buffer (100 mM KCl, 50 mM Hepes-KOH (pH 7.5), 2.5 mM MgCl_2_, and 0.6 M sorbitol) containing 1 mM PMSF and 2 μg/ml pepstatin A. The spheroplast pellets were resuspended in 400 μl of extraction buffer (EBX) and lysed by incubation on ice for 20 min with vigorous mixing every 3 min. In vitro MCM loading assay was performed as described previously^45^. Purification of WT and mutant ORC and negative staining EM were performed as described^8^ with the exception that for mutant ORC, IP was performed using anti-FLAG M2 affinity gel (Sigma) followed by further purification, using ion-exchange chromatography with mono-Q column (GE Healthcare).

### Rad53 phosphorylation assay and HU sensitivity test

WT and mutant cells were arrested at G1, as previously described and released into S-phase in YPD medium with or without 200 mM HU. Cells were collected at different time points post release from G1 and whole-cell protein extracts were prepared from cell pellets by trichloroacetic acid precipitation. Samples were analyzed on 6% SDS–PAGE gel. For spot analysis, ~5 ml of exponentially growing WT and mutant cells (OD_600_ ~0.8) were collected, washed, and resuspended in 500 μl sterile double-distilled water. Tenfold serial dilutions of each test strain were performed and 10 μl were spotted onto YPD plates containing HU.

### ORC and MCM ChIP-seq

For ORC and MCM ChIP, WT and mutant (Orc4-IHΔ) yeast strains with MYC-tagged Orc6 and FLAG-tagged Mcm7 were arrested at G2/M and G1 phase, respectively. Chromatin extracts were prepared and immunoprecipitated, as previously described^46^ with minor modifications. About 2 × 10^9^ cells were crosslinked by adding formaldehyde (Millipore) to a final concentration of 1% and incubated at room temperature for 25 min with gentle shaking. Cross-linking reaction was halted by adding glycine to a final concentration of 0.125 M and incubation for an additional 10 mins at room temperature. Cells were resuspended in lysis buffer and subjected to bead-beating, using a Mini-Beadbeater (Biospec). Chromatin fraction was collected by centrifugation and sonicated to yield an average DNA size of 300 bp, using ultrasonicator (Covaris). About 400 μl of clarified sonicated chromatin was subjected to immunoprecipitation with 60 μl of protein G-Dynabeads (Invitrogen) conjugated to anti-MYC antibody (Roche, 9E10) for Orc6-MYC ChIP or anti-FLAG antibody (Sigma, M2) for Mcm7-FLAG ChIP at 4 °C overnight. Immunoprecipitated DNA was then recovered, as previously described^47^. Reverse crosslinked samples were digested with RNase A (Roche) for 1 h followed by proteinase K (Roche) for 2 h at 37 °C. DNA was purified using MinElute PCR purification column according to Qiagen protocol. Validation of the ChIP was carried out by qPCR targeting positive control loci using WT DNA (see primers in Supplementary Table 2).

### BrdU-IP seq

For BrdU incorporation, WT, and mutant (Orc4-IHΔ) yeast strains bearing BrdU-Inc cassette was generated, as previously described^48^. Early S-phase-arrested cells with BrdU-labeled genomic DNA was extracted, fragmented, and immunoprecipitated, as described^30,49^. Validation of BrdU-IP was carried out by qPCR targeting known origins, using WT DNA (see primers in Supplementary Table 2).

### Micrococcal nuclease digestion for MNase-seq

Chromatin was digested by MNase to mostly mononucleosomes, as previously described^30^ with the following modifications. Spheroplasting of yeast cells was performed with zymolyase at 25 °C for 35 min. Conditions for MNase digestion was first optimized by adjusting the amount of the MNase added to the digestion reaction. Different dilutions of 15 units/μl MNase (NEB) were prepared to determine the best digestion conditions: 1.5-ml tubes contained 0, 1, and 2 μl (1:4 dilution in water), 1 μl (1:4 dilution in water), 2 μl (1:16 dilution in water), and 1 μl (1:16 dilution in water) of MNase, to which 400 μl of the resuspended cells was added.

### Sequencing library preparation

Sequencing libraries for ChIP-seq, BrdU-IP-seq, and MNase-seq were prepared using KAPA HyperPrep Kit according to manufacturer’s protocol. To account for the smaller amounts of immunoprecipitated materials in ORC and MCM ChIP, adaptor ligation was performed at 4 °C overnight. Quantification of adaptor-ligated DNA was performed using quantitative real-time PCR (KAPA Library Quantification Kit) before library amplification for determination of optimal PCR cycle number. Fragment size of amplified libraries were analyzed on fragment analyzer (Agilent) and size selected with AMPure beads if needed before library pooling and sequencing.

### EMSA

Two 30 bp long dsDNA substrates, chosen from WT ORC and ORC-IHΔ ChIP-seq peaks, were annealed from single-stranded oligonucleotides with complementary sequences: ACS_Fw: 5′-GCTTTGTCTTGTTTATATTTAGTTACGTTG-3′ and ACS_Re: 5′-CAACGTAACTAAATATAAACAAGACAAAGC-3′ and Mutant_motif_Fw: 5′-AATCTTTTTTTTTTTTCCGCGCGCAAGCAC-3′ and Mutant_motif_Re: 5′-GTGCTTGCGCGCGGAAAAAAAAAAAAGATT-3′. Different protein concentrations of WT and mutant ORC proteins were incubated with substrate DNA for 20 min at 13 °C in 13 µl of binding buffer (25 mM Hepes-KOH (pH 7.5), 100 mM KGlu, 5 mM MgAc, 5 mM CaCl_2_, 5% glycerol, and 1 mM ATP). DNA–protein complexes were separated by 0.5% agarose gel electrophoresis stained with Sybr Safe (Invitrogen) for image detection, using Gel Documentation System (Biorad).

### ATAC-seq

ATAC-seq was carried out with 5 × 10^6^ G1 or G2M arrested cells^50^. In brief, WT and mutant yeast cell pellets were incubated on ice for 3 min with 50 µl of cold ATAC-RSB (10 mM Tris HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 1× ROCHE Complete Protease Inhibitor Cocktail, 0.1% IGEPAL CA-630, 0.1% Tween-20, and 0.01% digitonin). Subsequently, 1 ml of cold ATAC-RSB with 0.1% Tween-20 (10 mM Tris HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 1× ROCHE Complete Protease Inhibitor Cocktail, and 0.1% Tween-20) was added to the mixture. Nuclei were recovered by centrifugation and resuspended in transposase mix for tagmentation (1× TTBL and 2.5 μl TTE Mix V50 (Vazyme TD501 TruePrep DNA Library Prep Kit V2 for Illumina®), 0.01% digitonin, 0.1% Tween-20, and PBS). The mixture was incubated at 37 °C for 15 min in a Thermomixer (1000 r.p.m.). DNA was purified using the Qiagen MinElute PCR Purification Kit. ATAC-seq libraries were amplified with the TruePrep Index Kit V2 for Illumina (Vazyme) and KAPA HiFi HotStart ReadyMix (Roche). Purified libraries were size selected with AMPure XP beads for 150–800 bp fragments, according to manufacturer’s protocol. Amplified libraries were analyzed on fragment analyzer and subsequently quantified and pooled for sequencing.

### Prediction of DNA shape and reconstruction of atomic-resolution structure

DNA shape features were predicted using a high-throughput method based on a pentamer query table derived from Monte Carlo simulations^27–29^. Shape features include MGW, Roll, HelT, and ProT. The DNAshape method predicts a set of additional helical parameters, representing rigid-body translations and rotations between or within base pairs^27^. These helical parameters are used to place bases as building blocks into the template of a standard B-form DNA, using X3DNA^51^ to generate a 3D DNA structure that assumes its sequence-dependent conformation. Rebuilt DNA structures were aligned using PyMOL along their ACS binding sites to illustrate the structural differences at their flanking regions. Electrostatic potential was calculated using a high-throughput method for data mining Poisson–Boltzmann calculations at physiologic ionic strength^28^.

### Bioinformatic analysis

Details on bioinformatics analysis are included in Supplementary Information.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All raw and processed sequencing data were deposited to GEO under the accession number GSE149163. Previously published datasets of WT yeast RNA-seq, WT ORC ChIP-seq, and WT MCM2-7 ChIP-seq were obtained from SRR363968, GSE16926, and GSE38032, respectively. All data are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

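Peak lists were analysed for 2 assays, ORC ChIP-seq and ATAC-seq, each in WT and Orc4-IHΔ cells arrested in G2/M, 4 lists in all. The ORC list of each strain combines 2 libraries according to the study design, and each ATAC-seq list comes from 1 library. The libraries for MCM binding, nucleosome positions and BrdU incorporation were not analysed here.

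The authors aligned the reads, called peaks and deposited the lists. The fold enrichment, a linear ratio of each peak over its background, was computed by the authors' peak caller. In the ORC lists, 60 WT and 156 mutant lines share a peak name with another line. The value on such a line can be that of the called peak and not of the piece. The pair of pieces on chromosome VI, for example, carry the same value, 10.6. The −log10 p and −log10 q values are also the authors'. The deposited score of each line is a multiple of its −log10 q value in the ORC lists and of its −log10 p value in the ATAC-seq lists, and was not used. The paper's text does not name the aligner, the peak caller or the genome build. It refers to the Supplementary Information for details of the bioinformatic analysis, which was not used here and may name them. The name of the ORC lists reads as peaks common to the libraries with those at tRNA genes, or at RNA genes more widely, left out. If so, ATAC-seq regions at the genes left out can hold no listed ORC peak. This bears on the shares of ATAC-seq regions with an ORC peak and on ORC peak counts in single regions. It also bears on the tests that permute ORC peaks among ATAC-seq regions. No value on this is reported, since it needs gene positions in the build of the lists. In the ORC lists some lines share 1 peak name, and the listed summit lies outside the line's own interval in 90 WT and 225 mutant lines, so summits were not used. Reads per library are unknown from the lists, so the depth behind a missing peak is unknown and a peak found in 1 list only need not be absent from the other strain.

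The sample labels of the ATAC-seq lists and the names of those lists give opposite strains. Strains were taken from the labels, and the conflict is stated where a value depends on it.

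Peaks were counted as shared when they overlapped by at least 1 bp. Overlap was compared with 10000 circular rotations of a list within each chromosome, one-sided, and spacing with 1000 random placements. Chromosome length was taken as the largest peak end over the 4 lists. Wilson intervals at the 95% level were computed for shares. ATAC-seq peaks of both lists were merged into 2716 regions, each with the highest fold enrichment of its peaks, and ranked into 10 groups of nearly equal size, called deciles. Named peaks are those in regions whose coordinates the paper prints in Figs. 3a, 5a, 6a and 6e, and the 3 highest peaks found only in each list. The overlap code was tested on simulated data for the ORC comparison of 618 with 2219 peaks: it recovered 200 of 200 planted overlaps, and 1% of 100 unrelated pairs of lists gave a p-value under 0.05. The planted overlaps check the counting only. The unrelated lists were placed uniformly at random and used fewer rotations than the main test. They lack the clustering of the listed peaks, so the false positive rate for clustered lists was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

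The alternatives were a reciprocal overlap of 50%, midpoints, uniform placement, peaks at or above the median fold enrichment, leaving out peaks within 10 kb of a chromosome end, merging peaks closer than 100 bp, other gaps, a minimum −log10 q of 2 for ATAC-seq peaks and only ATAC-seq peaks present in both lists. No result that needs genes, origins, motifs or sequence in the coordinates of the lists is reported, because the material used here does not name the build of the lists. Gene positions from a table of a named assembly were compared with the lists in an exploratory look, and those values were left out for the same reason.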

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

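The alternatives were set before the data were examined, except joining lines with 1 peak name, which was chosen after seeing the lists, and random placement without overlap, which was chosen after seeing the spacing results. Of 60 alternative values over 17 results, 53 kept their direction and their side of the threshold or stayed within their range, 1 was weaker, 2 were reversed and 4 moved. No alternative was run on the shares of ATAC-seq regions with an ORC peak by decile of fold enrichment. The overlap of ORC peaks between strains, the overlap of ATAC-seq peaks and the share of all ORC peaks at ATAC-seq peaks exceeded the rotations under every alternative run on them. For WT ORC peaks shared with the mutant, the share ranged from 18.8% to 46.7%.

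Against random placement that allows overlap, the spacing of the mutant ORC peaks depended on the setting. With a gap of at most 500 bp, 27.4% of peaks had a neighbour, against 26.2% at random (permutation test, p = 0.153). With lines of 1 peak name joined, 37.7% did within 1000 bp, against 37.9% at random, and 22.0% within 500 bp, against 25.9%. These random shares allow peaks to overlap, which no listed peaks do. Placed without overlap, 17.8% of unjoined peaks had a neighbour within 500 bp, and the observed share exceeded this (permutation test, p = 0.001). Of joined peaks, 31.5% had a neighbour within 1000 bp and 17.3% within 500 bp when so placed. The observed shares exceeded both (permutation test, p = 0.001). With a gap of at most 2000 bp the excess was seen both before joining, 62.8% against 57.5%, and after it, 60.5% against 56.5%. Keeping only peaks at or above the median fold enrichment left 309 WT and 1112 mutant ORC peaks by construction. The correlation of ATAC-seq peak height was 0.902 on the −log10 p column and 0.851 without the highest 10% of peaks, for which the cause was not tested.

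Planned results on annotated origins, intergenic regions, transcript starts and ends, motifs, base composition, ARS-containing ATAC-seq peaks and ribosomal protein genes were not run, nor was the background of random intergenic positions, since all need positions of genes or sequence in the build of the lists. With 1 list per strain, leaving out a replicate was not an option.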

Differences from the paper's values

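In Fig. 3a, the enlarged region of chromosome V shows about 5 WT peak calls, read by eye, and the deposited WT list held 2 peaks there. In the larger region above it, Fig. 3a shows about 16 WT peak calls, read by eye, and the list held 8. Merging peaks closer than 100 bp or leaving out peaks near chromosome ends left both counts at 2 and 8, and keeping peaks at or above the median fold enrichment gave 1 and 5. None of these alternatives closed the gaps, but each can only keep or lower a count, so they do not test gaps in this direction. In the enlarged region Fig. 3a also shows about 9 mutant peak calls, read by eye, where the mutant list held 6. For the overlap of at least 1 bp between the ORC lists, the paper's legend to Fig. 3b gives 279 shared and 339 unique WT peaks and 314 shared and 1905 unique mutant peaks, and the lists gave 277, 341, 310 and 1909.

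The paper's legend to Fig. 6b gives more ATAC-seq peaks to Orc4-IHΔ than to WT. By the sample labels, the list labelled WT held more, 2480 against 2457. The total, overlapping and unique counts equal the paper's when the strains of the lists are exchanged, which is also how the lists are named.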

Other observations

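The tests of ORC midpoints per kb and of joined peaks in windows were chosen only after the result was seen. The tests within groups of width and of joined peaks within 2000 bp were added after the other results but before their own. The joining of lines was added after seeing the lists. Random placement without overlap was added after the other spacing results were seen, to decide how to read the value for joined peaks within 1000 bp.

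WT and mutant ORC peaks shared positions more often than rotated peaks. A candidate explanation is that both lists follow chromatin accessibility. Of the 389 WT peaks outside ATAC-seq peaks, 111 overlapped a mutant peak (28.5%), which was 2.22 times the rotated share of 12.9% (one-sided permutation test of positions, p = 1e-04, the smallest possible). Of the 229 WT peaks at ATAC-seq peaks, 166 did (72.5%), which was 4.66 times the rotated share of 15.6%. This larger excess is in the direction that accessibility would give. Among the merged ATAC-seq regions, 180 held both a WT and a mutant ORC peak, against a mean of 122 when mutant peaks were permuted among regions of the same decile of fold enrichment (permutation test, p = 1e-04). With mutant peaks permuted among regions of the same decile and, within it, the same of 5 groups of width, the mean was 129, a ratio of 1.40 (permutation test, p = 1e-04). The overlap outside ATAC-seq peaks argues against accessibility as measured by these peaks being the whole cause. The counts within regions cannot decide this if genes were left out of both ORC lists. Regions that can hold neither ORC peak would raise the observed count over the permuted mean. Accessibility below the calling threshold was not measured. Binding of both complexes to the same sites stays open and was not tested.

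WT ORC peaks without a mutant counterpart lay at ATAC-seq peaks less often than shared WT peaks, 18.5% against 59.9%. Shared peaks are by definition those that meet the mutant list, of which 69.5% lies at ATAC-seq peaks, so a difference in this direction is at least partly built into the split. By rotation, 25.3% of shared and 20.9% of WT-only peaks lay at ATAC-seq peaks, so the WT-only peaks lay there no more often than rotated ones (permutation test, p = 0.864). A candidate cause of the difference is that WT-only peaks are narrower. By midpoint the rotated shares were nearly equal, 13.3% and 13.2%, while the observed ones were 41.9% and 11.4%, a difference of 30.4 percentage points, and it was 30.4 points within 10 groups of WT peak width (permutation test within groups, one-sided, p = 1e-04, the smallest possible). These values argue against width as the cause. How much of the difference comes from the way the groups were formed was not tested, and no biological explanation was tested.

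The share of ATAC-seq regions with a mutant ORC peak rose with ATAC-seq fold enrichment. Taller regions are wider, which could raise the share by chance. Observed over rotated overlap, the test set first, was 1.46 times as high in the highest decile as in the lowest. It was 2.25 in the lowest decile, 2.82 in the second and 3.45 in the third. From there to the highest decile, at 3.29, it stayed between 3.03 and 3.46. As a ratio, the gain over rotation therefore lay in the lowest deciles. From the third to the highest decile the share rose from 38.0% to 77.9%, and the rotated share from 11.0% to 23.7%. Because a share cannot exceed all regions, the ratio has a lower ceiling where the rotated share is higher. The flat ratio therefore cannot tell whether the share gained over rotation from the third decile on. Within 20 strata of region width, regions with a mutant ORC peak had a mean log2 fold enrichment 0.10 higher than regions without one (permutation test within strata, one-sided, p = 1e-04, the smallest possible), compared with 0.55 without regard to width. Regions with a WT ORC peak showed no such difference within strata (-0.01, permutation test, p = 0.671); the WT and mutant differences were not tested against each other. These values argue against width as the whole cause of the rise. They do not show that height is the cause. If genes were left out of the ORC lists, regions there can hold no listed ORC peak. Were those regions low for their width, this could give the same values, and it was not tested.

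Width stays open for part of the rise. Mutant ORC midpoints per kb of region were 0.775 in the lowest decile (95% bootstrap interval 0.581 to 0.985), 1.02 in the second (interval 0.832 to 1.23), 1.21 in the third (interval 1.01 to 1.43) and 0.880 in the highest (interval 0.818 to 0.938). The ratios to the lowest decile were 1.32, 1.57 and 1.14, and of these only the interval of the third lies apart from that of the lowest. The third decile has the highest density of all 10 and was singled out after its value was seen, so neither its ratio nor that of the highest decile to it, 0.726, decides anything. By density per decile, an effect of height cannot be told apart from one of width. Whether taller regions are bound more or low peaks are less often true accessible sites was not tested.

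Mutant ORC peaks lay slightly closer together than randomly placed ones. A candidate cause is that called peaks are listed in pieces. With lines of 1 peak name joined, the share of peaks with a neighbour within 1000 bp was 0.993 times the random one, which taken alone is what pieces would give. That placement lets peaks overlap, which no listed peaks do. Against placement without overlap the ratio was 1.19 (permutation test of positions, p = 0.001, the smallest possible), so the first value decides nothing. Within 2000 bp the share of joined peaks with a neighbour was 1.07 times the random one (permutation test of positions, p = 0.002). Joined peaks filled 78.2% of 10 kb windows against 83.0% at random (middle 95% of placements 81.4% to 84.8%), a ratio of 0.942 (permutation test, p = 0.001, the smallest possible); the windows filled were the same 935 as before joining. Pieces of called peaks therefore do not account for all of the closeness. No biological explanation was tested.

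The lists also hold peaks outside the nuclear chromosomes: 2 WT and 3 mutant ORC peaks on the 2-micron plasmid, and 1 WT ORC peak on mitochondrial DNA. The ATAC-seq list labelled WT has 3 peaks on the plasmid and the list labelled Orc4-IHΔ has 7.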
